# Estrogen receptor beta enhances chemotherapy response of GBM cells by down regulating DNA damage response pathways

**DOI:** 10.1038/s41598-019-42313-8

**Published:** 2019-04-16

**Authors:** Mei Zhou, Gangadhara R. Sareddy, Mengxing Li, Jinyou Liu, Yiliao Luo, Prabhakar Pitta Venkata, Suryavathi Viswanadhapalli, Rajeshwar R. Tekmal, Andrew Brenner, Ratna K. Vadlamudi

## Abstract

Glioblastoma (GBM) is the most commonly diagnosed brain tumor that exhibit high mortality rate and chemotherapy resistance is a major clinical problem. Recent studies suggest that estrogen receptor beta (ERβ), may function as a tumor suppressor in GBM. However, the mechanism(s) by which ERβ contributes to GBM suppression and chemotherapy response remains unknown. We examined the role of ERβ in the DNA damage response of GBM cells, and tested whether ERβ sensitizes GBM cells to chemotherapy. Cell viability and survival assays using multiple epitope tagged ERβ expressing established and primary GBM cells demonstrated that ERβ sensitizes GBM cells to DNA damaging agents including temozolomide (TMZ). RNA-seq studies using ERβ overexpression models revealed downregulation of number of genes involved in DNA recombination and repair, ATM signaling and cell cycle check point control. Gene set enrichment analysis (GSEA) suggested that ERβ–modulated genes were correlated negatively with homologous recombination, mismatch repair and G2M checkpoint genes. Further, RT-qPCR analysis revealed that chemotherapy induced activation of cell cycle arrest and apoptosis genes were attenuated in ERβKO cells. Additionally, ERβ overexpressing cells had a higher number of γH2AX foci following TMZ treatment. Mechanistic studies showed that ERβ plays an important role in homologous recombination (HR) mediated repair and ERβ reduced expression and activation of ATM upon DNA damage. More importantly, GBM cells expressing ERβ had increased survival when compared to control GBM cells in orthotopic GBM models. ERβ overexpression further enhanced the survival of mice to TMZ therapy in both TMZ sensitive and TMZ resistant GBM models. Additionally, IHC analysis revealed that ERβ tumors had increased expression of γH2AX and cleaved caspase-3. Using ERβ-overexpression and ERβ-KO GBM model cells, we have provided the evidence that ERβ is required for optimal chemotherapy induced DNA damage response and apoptosis in GBM cells.

## Introduction

Glioblastoma (GBM) is one of the most commonly diagnosed and aggressive form of primary malignant brain tumors in adults^1,2^. GBM is also among the most deadly neoplasms associated with worst 5-year overall survival (OS) rates amid all human cancers^3^. Standard treatment for GBM consists of surgically excising the tumor, in conjunction with external radiation therapy (XRT), and adjuvant chemotherapy with temozolomide (TMZ)^4,5^. However, developing resistance to XRT and chemotherapy is a major clinical problem^6,7^. While the mechanisms that contribute to therapy resistance in GBM are elusive, it is important to identify the mechanisms that would improve the patient’s response to current GBM treatment plans. Epidemiologic evidence suggests that estrogen plays a tumor-suppressive role on brain tumors^8,9^ and potentially plays a protective role in GBM progression^10,11^.

The biological effects of 17β-estradiol (E2) are mediated through both estrogen receptors (ER), ERα and ERβ. Despite extensive sequence and biochemical similarities, these ER subtypes have distinctly unique biological functions. For example, ERβ exhibits antitumor activity, a trait that is not exhibited by ERα^12^. Several studies have shown that overexpression of ERβ reduces cell proliferation and the knockdown of ERβ enhances cell proliferation in cancer cells^13,14^. As transcription factors, ERα and ERβ share many target genes; however, ERβ activates a unique set of genes^15,16^ via its direct DNA binding or its interactions with other transcription factors^15,17^. Recent studies showed GBM cells uniquely express ERβ^18^ and using knock out models it was demonstrated that ERβ has tumor suppression function in GBM^19^. However, the mechanism(s) by which ERβ promotes tumor suppression in GBM is poorly understood.

Recent studies have shown that ERβ alters the chemo-sensitivity of breast cancer cells^20^. Concurrently, ERβ agonists affect the sensitivity of malignant pleural mesothelial cells to cisplatin toxicity^21^ and the inhibition of ERβ, increases DNA repair, which in turn contributes to developing cisplatin resistance in medulloblastoma cells^22^. Our earlier and other *in vitro* studies have shown that ERβ agonists increases the sensitivity of GBM cells to chemotherapeutic agents that are currently used such as, TMZ and lomustine^23,24^. However, the significance and comprehension of *in vivo* mechanisms by which ERβ affects chemotherapy response in GBM cells and its molecular mechanisms are not fully understood.

In this study, we examined the mechanisms by which ERβ sensitizes GBM cells to standard chemotherapy. RNA-seq studies discovered that ERβ modulated several genes that are involved in DNA recombination, repair, and ATM signaling. Using *in vitro* assays, we provided evidence that ERβ sensitizes GBM cells to carboplatin, cisplatin, lomustine and TMZ treatments. Chemotherapy induced apoptosis and cell cycle arrest genes were attenuated in ERβ-KO cells. Using xenograft models, we have provided evidence *in vivo* demonstrating the tumor suppressor potential of ERβ and that ERβ sensitizes GBM to TMZ therapy. Our results suggest that ERβ is required for optimal chemotherapy induced DNA damage response and apoptosis in GBM cells.

## Results

### ERβ modulate DNA damage response pathways in GBM cells

Western blot analysis using validated ERβ antibody showed that all three GBM models express ERβ, however, at lower levels (Fig. 1A). To test the significance of ERβ, we generated GBM model cells that overexpress epitope tagged ERβ. We have used two different epitope tags (Flag and GFP). U87- and U251-ERβ model cells express FlagERβ while T98G-ERβ model cells express ERβGFP. Flag tag is at the N terminus of ERβ after ATG, while GFP tag is at the C terminus of ERβ before the stop codon. As shown in Fig. 1B, U87-FlagERβ model cells have threefold overexpression, U251-FlagERβ model cells have fourfold overexpression and T98G-ERβGFP models have fivefold overexpression compared to the levels of endogenous ERβ. We also confirmed expression of endogenous ERβ in control cells and ERβ overexpressing GBM models using RT-qPCR (Fig. 1C). To determine the mechanism of ERβ mediated tumor suppression, we performed RNA-seq analysis using U87 empty vector (EV), and U87-FlagERβ cells. 

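U87 is an established human GBM cell line, and the RNA-seq experiment compared U87 cells carrying the empty vector with U87 cells carrying the FlagERβ vector. There were 2 libraries of U87-EV and 2 of U87-FlagERβ, each sequenced as single reads of 50 bases. The deposited text does not say whether the 2 libraries of a group came from separate cultures. The authors aligned the reads to the hg19 build of the human genome with TopHat2 and deposited the number of reads counted on each gene with HTSeq, without normalization. Reads that mapped to several places are not in these counts, so genes with near-identical copies can be undercounted. The reads counted on genes were 26115012 and 26898384 in the U87-EV libraries and 24999151 and 24856902 in the U87-FlagERβ libraries. At this depth, 3 counts correspond to between 0.112 and 0.121 CPM (counts scaled to library size), a floor that covers counting error only. For the re-analysis, counts were normalized with edgeR's TMM method, low-count genes were removed with edgeR's default filter, and the remaining 13237 of the 23228 genes were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. The replicates were compared before they were averaged. Over genes with at least 20 reads in a pair, the chi-square statistic divided by its degrees of freedom was 9.48 between the U87-EV libraries and 3.64 between the U87-FlagERβ libraries, more than sampling noise gives, so each was kept as a separate library. Between libraries of different groups it ranged from 63.5 to 83.9. The overexpressed gene was examined first. ESR2, which encodes ERβ, lies on chromosome 14 of GRCh37 (hg19) from 64550950 to 64804830 on the minus strand, and its canonical transcript has 9 exons. ESR2 had 8 and 1 counts in the U87-EV libraries and 3081 and 3125 counts in the U87-FlagERβ libraries. These correspond to 0.169 ± 0.187 CPM and 126 ± 2.42 CPM (SD, n = 2 libraries each). The log2 fold change was 9.51 (standard error 0.22, adjusted p = 1.78e-07 from edgeR's quasi-likelihood test). With the replicate number as a block in the fit it was also 9.51, with an adjusted p of 4.28e-30 from edgeR. Since the fold change did not move, that smaller adjusted p reflects how the spread was estimated. Because the U87-EV counts were so low, the log2 fold change moved between 8.68 and 11.56 when each library was left out in turn. Counts per gene do not separate vector-derived from endogenous ESR2 transcripts.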

Overall, 1001 genes (1.5 fold change over control with adjusted p-value < 0.05) were expressed differentially in ERβ cells; of which 477 genes were downregulated, and 524 genes were upregulated. 

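With the paper's thresholds, a fold change of at least 1.5 and an adjusted p under 0.05, edgeR's quasi-likelihood test gave 1316 differentially expressed genes among the 13237 tested, of which 610 were downregulated and 706 were upregulated in U87-FlagERβ cells. Without the fold change threshold, 4475 genes had an adjusted p under 0.05. The median log2 fold change was -0.78 for the downregulated and 0.86 for the upregulated genes. With DESeq2 in place of edgeR, 1029 genes passed, 480 downregulated and 549 upregulated, and 1020 of them were also called by edgeR. The count moved most when the biological coefficient of variation was fixed at 0.2 in place of being estimated from the duplicates, which left 337 genes. The deviations of same-numbered libraries from their group means had a correlation of 0.13 across genes, which are not independent replicates, and of 0.27 among genes above the median expression, and 147 genes had an effect of the replicate number at an adjusted p under 0.05 from edgeR. With the replicate number as a block, 1434 genes passed, 657 downregulated and 777 upregulated. The log2 fold change also followed the GC content of the genes, with a Spearman rho of 0.46 across 12582 genes. After a correction of each library for GC content, chosen after seeing the data, 1161 genes passed, and 922 of these were among the 1316. The replicate block together with the GC correction gave 1231 genes, again with more down than up. Total count normalization reversed the balance as well, with 683 genes downregulated and 625 upregulated.
The largest increase was in C3 (chromosome 19, 6677715 to 6730573), from 0.747 ± 0.117 CPM in U87-EV to 900.0 ± 44.9 CPM in U87-FlagERβ cells (SD, n = 2 libraries each), a log2 fold change of 10.23 (standard error 0.11, adjusted p = 2.2e-09 from edgeR's quasi-likelihood test). The largest decrease among genes with a mean count of at least 50 was in RYR2 (chromosome 1, 237205484 to 237997288), from 24.5 ± 0.33 CPM to 4.91 ± 0.30 CPM, a log2 fold change of -2.32 (standard error 0.11, adjusted p = 8.13e-06 from the same test), while its 20 tested neighbours were lower too, with a median of -0.29.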

The RNA-sequencing results were deposited in the GEO database under accession number GSE121332. The differentially expressed genes are shown between the groups in the heat map (Fig. 1D). 

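The Pearson correlation of log2 CPM across genes was 0.995 between the U87-EV libraries and 0.997 between the U87-FlagERβ libraries, and ranged from 0.978 to 0.984 between libraries of different groups. In a principal component analysis of log2 CPM, the first component carried 80.1% of the variance and the second 12.4%. All 1316 differentially expressed genes had both U87-FlagERβ libraries on the same side of both U87-EV libraries, which their selection from the same 4 libraries largely builds in. When each library was left out in turn, between 1081 and 1251 of these genes kept their direction and a fold change of at least 1.5. With 2 libraries against 2, an exact permutation test of one gene cannot give a two-sided p below 0.333, so the calls rest on the spread that edgeR estimates across genes.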

The ingenuity pathway analysis (IPA) of differentially expressed genes between U87-EV vs U87-ERβ cells revealed that the ERβ–modulated genes were related to DNA damage check point regulation, DNA damage response, DNA repair, ATM signaling pathways and cell cycle (Fig. 1E). 

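The gene sets of IPA were not used here. In their place, 5 gene lists written before the data were examined were set against the 1316 differentially expressed genes, with the 13237 tested genes as the background and Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment over the 5 lists. Of the tested genes, 9.94% were differentially expressed. The overlap was smallest for homologous recombination, with 6 of 27 tested genes (odds ratio 2.60, adjusted p = 0.0458, Fisher's exact test), and mismatch repair, with 6 of 22 (odds ratio 3.41, adjusted p = 0.0221, Fisher's exact test). In a list of ATM and DNA damage checkpoint genes, 12 of 41 tested genes were differentially expressed, 10 of them downregulated (odds ratio 3.77, adjusted p = 7.55e-04, Fisher's exact test). In the S phase list supplied with the Seurat software, 20 of 43 were differentially expressed, each of them downregulated (odds ratio 7.98, adjusted p = 1.98e-09, Fisher's exact test), and 7 passed both thresholds once GC content was corrected for. In the G2/M list from the same source, 43 of 54 were differentially expressed, each of them downregulated (odds ratio 36.6, adjusted p = 6.7e-33, Fisher's exact test). The genes of a list are not independent of each other, which these tests do not take into account. The lists also share genes. Of the downregulated checkpoint genes, CDK1, CCNB2 and CDC25C are on the G2/M list and CLSPN is on the S phase list. CCNB1 and PLK1 were downregulated checkpoint genes too. The checkpoint overlap therefore repeats part of the other 2. ATM lies on chromosome 11 from 108093771 to 108239829. It had 92.3 ± 4.56 CPM in U87-EV and 73.4 ± 6.39 CPM in U87-FlagERβ cells (SD, n = 2 libraries each), a log2 fold change of -0.33 (standard error 0.08, adjusted p = 0.0143 from edgeR's quasi-likelihood test), which did not reach a 1.5-fold change. With the GC correction it was -0.15 and no longer passed an adjusted p of 0.05. With the replicate block added to that correction it was again -0.15, with an adjusted p of 0.00597 from edgeR. That smaller adjusted p reflects how the spread was estimated, not a larger change, and the paper does not describe the libraries as paired. CHEK1 (chromosome 11, 125495058 to 125546150) had a log2 fold change of -0.64 (adjusted p = 7.09e-04 from edgeR), and BRCA1 (chromosome 17, 41196312 to 41322262) of -0.68 (adjusted p = 8.06e-04 from edgeR). After GC correction these were -0.50 and -0.55, under the 1.5-fold threshold. CDKN1A, which encodes p21, rose (log2 fold change 0.82, adjusted p = 3.96e-04 from edgeR). GADD45B rose as well, by 0.68, and by 0.49 with the GC correction. GADD45A fell by 0.47 on the log2 scale, under the 1.5-fold threshold. For BBC3 (puma) the log2 fold change of 0.13 was not distinguishable from 0 (adjusted p = 0.657 from edgeR), and it was negative with the GC correction. With the replicate block, 11 of the 41 checkpoint genes passed both thresholds, and SMC3 was no longer among them. With the GC correction, 9 of the 41 passed both.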

Further, GSEA revealed that ERβ regulated genes showed negative correlation with homologous recombination, mismatch repair, and G2M checkpoint gene sets (Fig. 1F). 

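Preranked GSEA was run with fgsea on the edgeR log2 fold changes of the 13237 tested genes, with 10000 permutations of the genes. The scores are named NES homologous recombination, NES mismatch repair and NES G2M below. The homologous recombination and mismatch repair lists were written by hand after the KEGG pathways, and the G2/M list was that of Seurat, which is not the G2M checkpoint set of Fig. 1F. The normalized enrichment score (NES) was -2.09 for homologous recombination (27 genes, adjusted p = 3.41e-04), -1.99 for mismatch repair (22 genes, adjusted p = 4.73e-04) and -3.26 for the G2/M list (54 genes, adjusted p = 3.41e-04). These p-values come from permuting genes and describe these 4 libraries. Computed from each single pair of a U87-FlagERβ and a U87-EV library, the NES ranged from -2.07 to -1.89, from -2.03 to -1.87 and from -3.40 to -3.03, respectively. With the replicate block the NES was -2.09, -1.99 and -3.27. The setting that moved the first 2 scores most toward 0 was ranking all genes with at least 1 count, which gave -1.40 (adjusted p = 0.0927) and -1.33 (adjusted p = 0.115). The GC correction, chosen after seeing the data, gave -1.78 and -1.77. The median log2 fold change was -0.38 for homologous recombination, -0.40 for mismatch repair and -0.82 for G2/M genes. None of 10000 random lists matched on mean expression had a median as low as that of its list. In limma's camera test, two-sided, with the inter-gene correlation preset at 0.01, the lists were lower with p = 5.7e-05, 1.45e-06 and 1.15e-30. When that correlation was estimated from the 4 libraries, p was 0.0457, 0.108 and 0.0432 in the limma test, so the mismatch repair list was no longer past 0.05, and neither were the S phase and checkpoint lists (p = 0.0509 and 0.0645 from limma). That setting also takes the degrees of freedom from the 4 libraries, and for homologous recombination p rose although the estimated correlation was -0.013.

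**Figure D1:**
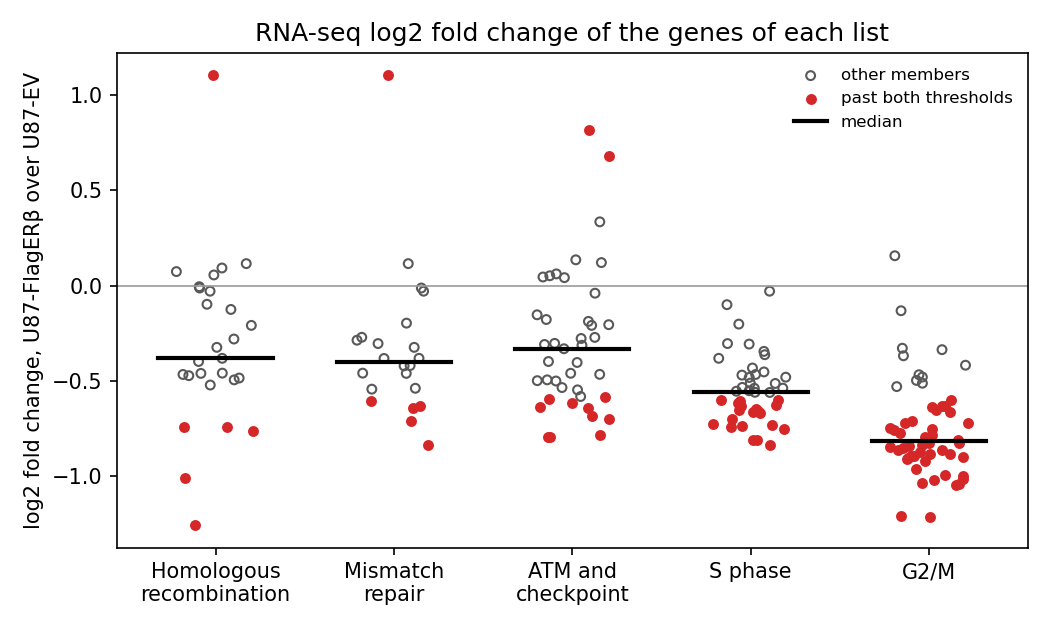
Log2 fold change, U87-FlagERβ over U87-EV, of each tested gene of the 5 lists (1 point per gene, black line at the median, filled points past both thresholds). The medians are -0.38, -0.40, -0.33, -0.56 and -0.82 from left to right.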

RT-qPCR analysis using established GBM cells (U87, U251) and patient derived GBM cells (GBM040815), confirmed that genes related to DNA damage response were significantly down regulated in ERβ overexpressing cells compared to control cells (Fig. 1G–I). These results, as a whole, suggest that in GBM cells, ERβ modulated the DNA damage response pathways.

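The genes on the axis of Fig. 1G can also be read in the U87 RNA-seq libraries. All 18 were lower in U87-FlagERβ than in U87-EV cells, with log2 fold changes from -0.89 to -0.06. The paper presents them as selected genes tested by RT-qPCR after the RNA-seq. If they were picked from these libraries, their shared direction here is no independent support. All 18 were also lower with total count scaling and with the replicate block, which moved none by more than 0.0032. Neither setting tests direction, since total count scaling shifts all genes by about -0.034 and the block hardly moves fold changes. Of the 18, 15 had an adjusted p under 0.05 in edgeR's quasi-likelihood test and 7 also passed the 1.5-fold threshold: TOP2A, FANCD2, LIG1, RFC3, RFC4, POLE and CHEK1. Without a correction for GC content TOP2A changed most, from 891 ± 55.8 CPM in U87-EV to 482 ± 4.25 CPM in U87-FlagERβ cells (SD, n = 2 libraries each; log2 fold change -0.89, standard error 0.06, adjusted p = 5.39e-05 from edgeR). XRCC1, XRCC6 and XRCC4, with log2 fold changes of -0.06, -0.11 and -0.20, did not pass (adjusted p = 0.508, 0.139 and 0.101 from edgeR). Processed pseudogenes of XRCC6 are in the annotation, so reads of that gene may have been left uncounted. Corrected for GC content, 17 of the 18 were lower, the exception being XRCC4 at 0.014, and 4 passed both thresholds, with FANCD2, RFC3 and CHEK1 falling short of the 1.5-fold change. POLE and LIG1, at -0.89 and -0.87, then fell more than TOP2A, at -0.71. An adjusted p under 0.05 from edgeR was then reached by 14 of the 18. XRCC1 and XRCC6 came to pass, with log2 fold changes of -0.28 and -0.13 (adjusted p = 0.00212 and 0.0219 from edgeR), while ATM, ATRX and ERCC4 no longer passed (adjusted p = 0.053, 0.0989 and 0.102 from edgeR). With the GC correction and the replicate block together, 16 of the 18 passed. ATM and ATRX were among them although the block left their log2 fold changes at -0.15 and -0.11. Their passing again reflects how the spread was estimated. From the RNA-seq pathways, GSEA and RT-qPCR together, the paper proposes that ERβ modulated the DNA damage response pathways in GBM cells.

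**Figure D2:**
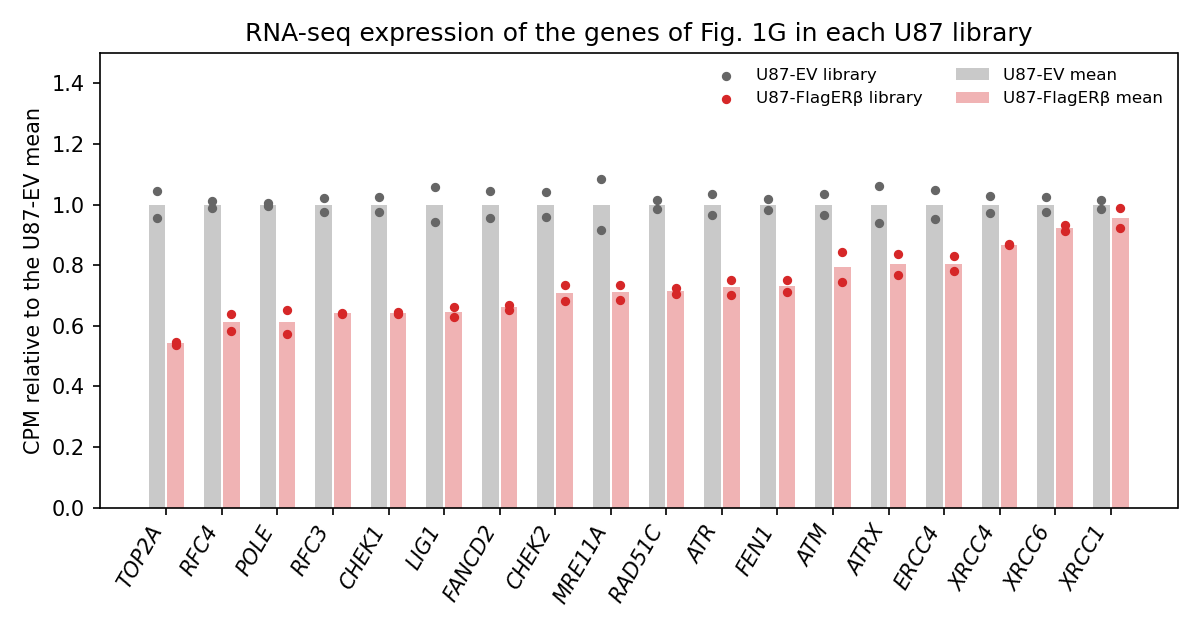
CPM of the 18 genes of Fig. 1G in each U87 RNA-seq library, divided by the gene's U87-EV mean (points are single libraries, bars are the means of 2 libraries). The U87-FlagERβ libraries lie below both U87-EV libraries except for XRCC1, where they overlap.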

**Figure 1:**
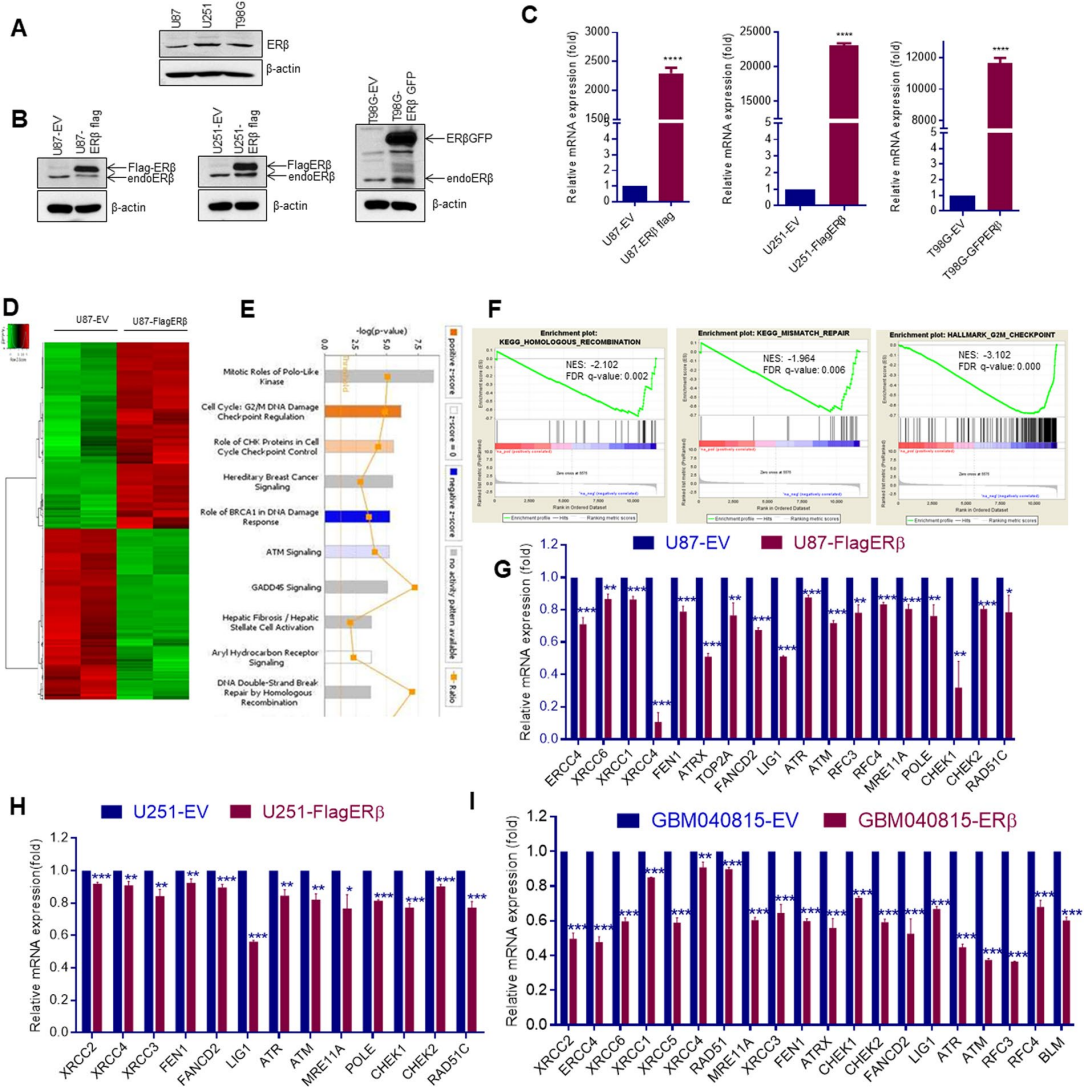
RNA-seq analysis of transcriptional changes induced by ERβ in GBM cells. (**A**) Western blot analysis of total lysates from three GBM models using validated ERβ monoclonal antibody (PPZ0506, Perseus proteomics). (**B**) Western blot analysis of ERβ in three GBM models that express FlagERβ (U87, U251) or ERβGFP (T98G). (**C**) Validation of ERβ expression levels using RT-qPCR in empty vector or FlagERβ or ERβGFP expressing cells. Total RNA was isolated from the U87-empty vector (EV), and U87-ERβ cells and subjected to RNA sequencing. (**D**) Heat map showing genes differentially expressed between the two groups. (**E**) Top pathways modulated in U87-ERβ cells compared to U87-EV cells analyzed by IPA. (**F**) GSEA testing correlation of ERβ -modulated genes with signatures of the homologous recombination, mismatch repair and G2M check point. (**G**–**I**) The selective genes were validated using RT-qPCR in empty vector or FlagERβ expressing U87, U251 and GBM040815 cells. Data are shown as mean ± SE. *p < 0.05; **p < 0.01; ***p < 0.001.

### ERβ enhances chemotherapy response in GBM cells

Since, ERβ overexpression attenuated the DNA damage response genes, we further examined the effect of ERβ expression on the response of GBM cells to various genotoxic agents commonly used for treating GBM (TMZ, lomustine, cisplatin and carboplatin). We used cell viability assays and tested using two GBM models (U87, U251) that stably express the empty vector (EV) or ERβ vector. ERβ expressing GBM cells exhibited enhanced cytotoxicity to these drugs compared to vector transfected cells (Fig. 2A). Further, in clonogenic survival assays, we found that ERβ expressing -U87 and -T98G cells showed significantly reduced colonies upon TMZ treatment compared to vector transfected cells (Fig. 2B,C). Collectively, these results provide the evidence that ERβ signaling has the potential to enhance chemotherapy response in GBM cells.

**Figure 2:**
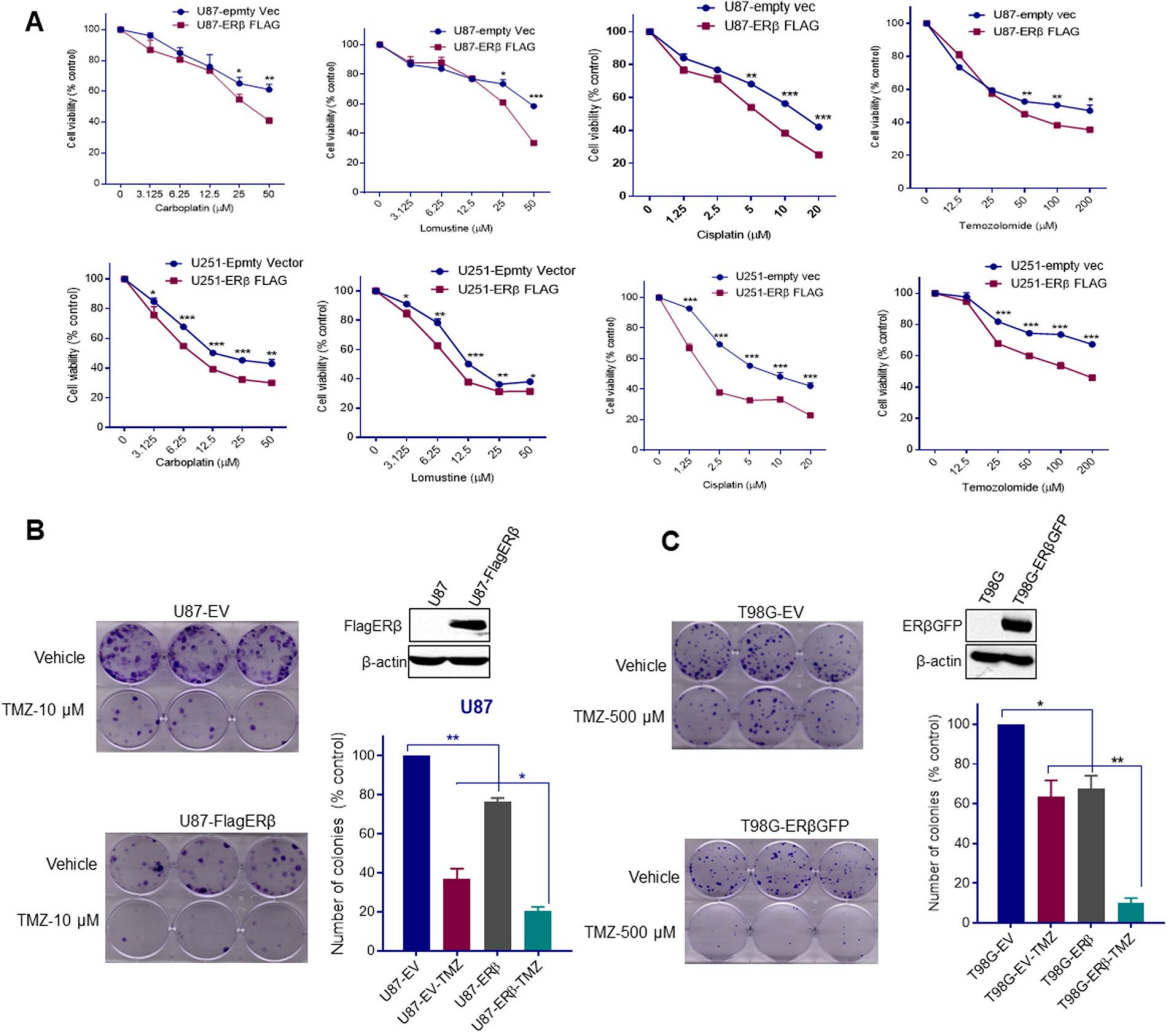
ERβ sensitizes GBM cells to chemotherapy. (**A**) Equal number of U87-EV, U87-ERβ or U251-EV, U251-ERβ cells were treated with different doses of chemotherapeutic drugs (carboplatin, lomustine, cisplatin, temozolomide) and cytotoxicity was evaluated using an MTT assay. Equal number of U87-EV, U87-FlagERβ (**B**) or T98G-EV, T98G-ERβGFP (**C**) cells were treated with TMZ for 3 days and after 14 days and the number of colonies were determined ERβ expression was confirmed by Flag or GFP epitope antibody using western blotting (right panel). Data are represented as mean ± SE. *p < 0.05; **p < 0.01; ***p < 0.001.

### ERβ is needed for optimal activation of chemotherapy induced apoptosis and cell cycle arrest genes

To further confirm the role that ERβ plays in DNA damage response, we have used U87- ERβ-KO and U251-ERβ-KO cells that were recently generated using CRISPR/Cas9 system^19^. We treated U87-ERβ-KO, U251-ERβ-KO, and isogenic control cells with genotoxic agents including etoposide, cisplatin and camptothesin and measured the expression of DNA damage response genes that are involved in cell cycle arrest and apoptosis such as *p21, puma, and gadd45a* using RT-qPCR. Results showed that all three genes were significantly induced following treatment with genotoxic agents, however, the induction of these genes was significantly attenuated in ERβ-depleted cells in comparison to the control cells (Fig. 3A,B). These results suggest that ERβ plays an essential role in chemotherapy induced apoptosis and cell cycle arrest in GBM cells.

**Figure 3:**
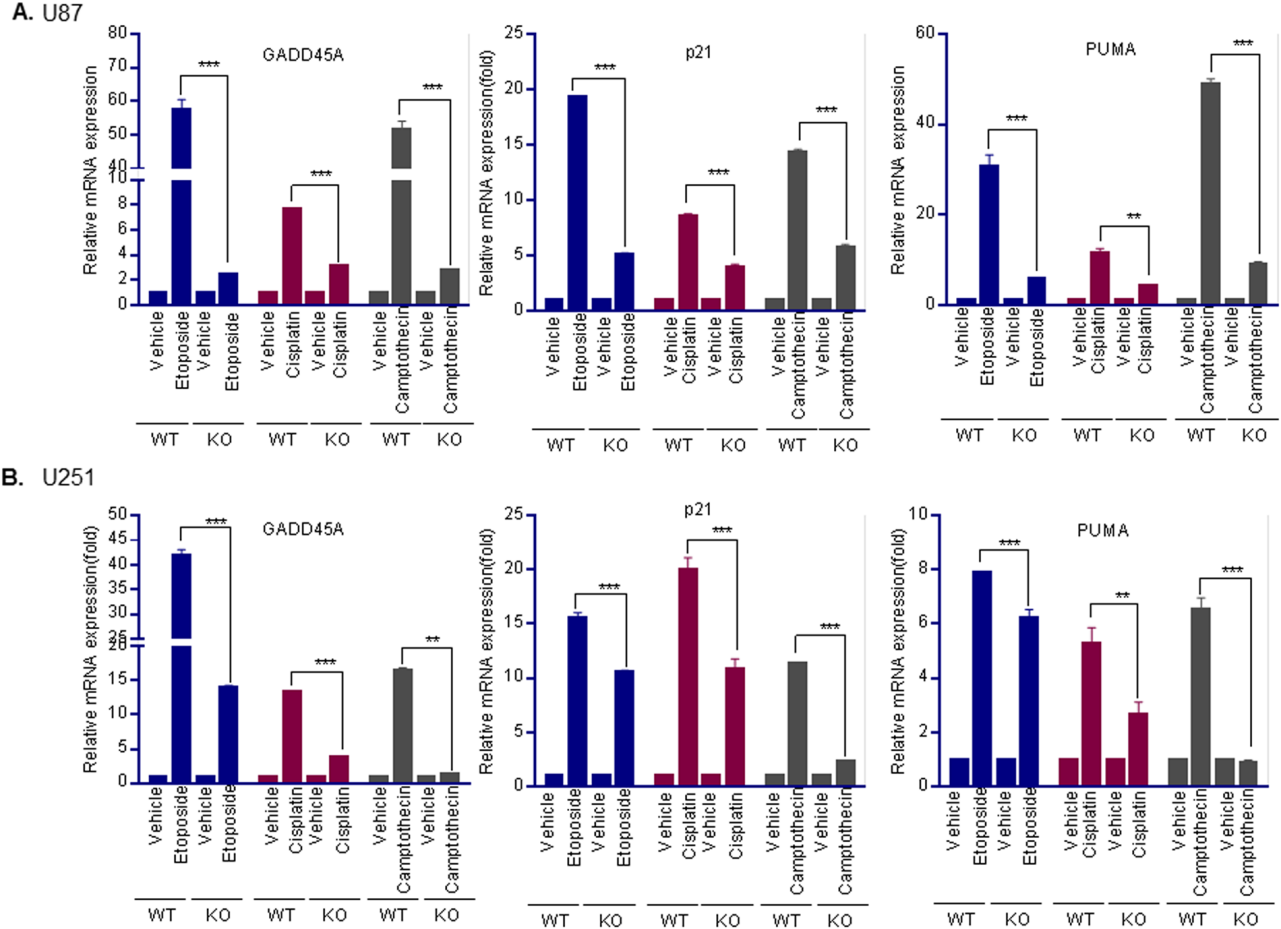
ERβ is essential for optimal activation of chemotherapy induced DDR genes. U87-WT, U87-ERβ KO (**A**) or U251-WT, U251-ERβ KO (**B**) cells were treated with etoposide (10 µM for 48 h), camptothecin (100 nM for 48 h) or cisplatin (5 µM for 48 h). RNA was isolated and the status of cell cycle arrest and apoptosis genes p21, puma and gadd45a was analyzed by qRT-PCR analysis. Data are shown as mean ± SE. **p < 0.01; ***p < 0.001.

### ERβ modulate HR repair pathway by modulating ATM axis

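In the U87 RNA-seq libraries, 22 of the 27 tested genes of the homologous recombination list were lower in U87-FlagERβ than in U87-EV cells, and 16 of the 27 had an adjusted p under 0.05 in edgeR's quasi-likelihood test. Past both thresholds, 5 were downregulated and 1 was upregulated. RAD51B (chromosome 14 of GRCh37, 68286496 to 69196935) fell most, from 9.18 ± 0.88 to 3.84 ± 0.064 CPM (SD, n = 2 libraries each), a log2 fold change of -1.26 (standard error 0.14, adjusted p = 5.1e-04 from edgeR). BRCA2 (chromosome 13, 32889223 to 32974405) fell from 20.5 ± 1.44 to 10.2 ± 0.050 CPM, a log2 fold change of -1.01 (standard error 0.10, adjusted p = 3.34e-04 from edgeR). EME1, BLM and XRCC2 had log2 fold changes of -0.77, -0.74 and -0.74 (adjusted p = 8.98e-04, 0.00135 and 0.00263 from edgeR), and with the GC correction XRCC2, at -0.58, fell just short of a 1.5-fold change. POLD4, a subunit of DNA polymerase delta that is also on the mismatch repair list, was upregulated, with a log2 fold change of 1.10 (adjusted p = 4.25e-04 from edgeR) and of 0.90 after GC correction, and it lies in a GC-rich stretch of chromosome 11 whose genes were higher together. The replicate block moved no gene of the list by more than 0.019 on the log2 scale and left the same number of genes, 6, past both thresholds, and the GC correction raised that number to 8.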

Since our RNA-sequencing results using GBM models indicated that ERβ down regulated the genes involved in homologous recombination (HR) pathway, we proceeded to determine whether ERβ played a role in HR pathway. We tested this potential role by assaying HR using U2OS cells stably integrated with direct repeat green fluorescent protein (DR-GFP) reporter plasmid^25^. In this system, the percentage of GFP reconstitution following a double strand break (DSB) induced by I-SceI endonuclease is a measure of DSB repair by HR. ERβ expression significantly downregulated the percentage of GFP reconstitution, indicating that ERβ may play a role in HR (Fig. 4A,B). To further demonstrate the importance of ERβ in DNA repair pathway, we tested whether phosphorylation of ATM was altered with or without TMZ treatment. Western blot results showed a substantial decrease in the activation of ATM in ERβ expressing cells compared to vector expressing cells (Fig. 4C,D). Further, ERβ expressing cells also showed decreased levels of ATM. Conversely, ERβ knockout cells had higher levels of ATM compared to control cells (Fig. 4E). Collectively, these results indicate that ERβ attenuates the HR pathway by modulating ATM signaling axis and repair.

**Figure 4:**
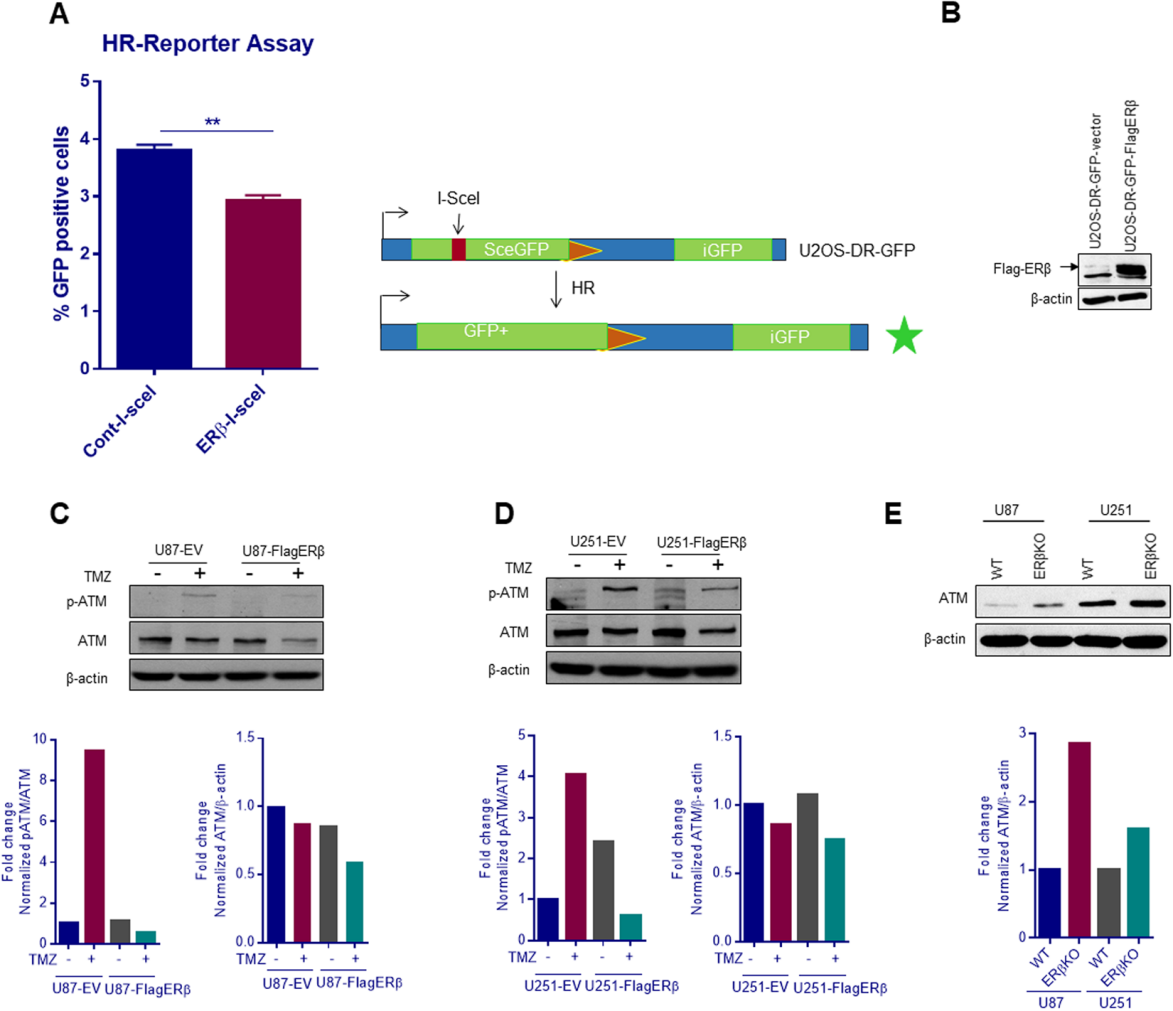
ERβ alters HR pathway by modulating ATM signaling axis. (**A**) U2OS DR-GFP or U2OS DR-GFP-FlagERβ cells were electroporated with 2 μg of pCBASce plasmid (I-SceI expression vector). Cells were harvested 2 days later and subjected to FACS analysis to determine the % GFP-positive cells resulting from HR repair of the I-SceI induced DSB. (**B**) ERβ expression was verified by Western blotting. U87-EV, U87-FlagERβ (**C**) or U251-EV, U251-FlagERβ (**D**) cells were treated with either vehicle or TMZ (25 μM for 48 h) and the status of phosphorylation of ATM was analyzed by Western blotting. (**E**) The expression levels of ATM was determined in U87-WT, U87-ERβKO, U251-WT and U251-ERβKO cells using western blotting. Band intensities were quantitated and plotted as histogram (bottom panels). **p < 0.01.

### ERβ increases TMZ induced DNA damage

The earliest event of DNA damage is the phosphorylation of H2AX and this response is observed within 30 minutes^26,27^. DNA damage is usually resolved within minutes to hours after the disappearance of γH2AX foci. Presence of prolonged γH2AX foci indicates unrepaired DNA and eventually leads to the induction of apoptosis. Since our RNA-seq experiments indicated the downregulation of DNA repair proteins, we further examined whether ERβ amplifies the TMZ induced DNA damage in GBM cells. 

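Among the mismatch repair genes, 20 of the 22 tested were lower in the U87-FlagERβ libraries, 15 of the 22 had an adjusted p under 0.05 in edgeR's quasi-likelihood test, and 5 were downregulated past both thresholds. These were EXO1, RFC4, RFC3, LIG1 and PCNA. POLD4, also on the list, was upregulated past both thresholds, with a log2 fold change of 1.10 (adjusted p = 4.25e-04 from edgeR). EXO1 (chromosome 1 of GRCh37, 242011269 to 242058450) fell from 35.7 ± 1.52 CPM in U87-EV to 20.0 ± 1.83 CPM in U87-FlagERβ cells (SD, n = 2 libraries each), a log2 fold change of -0.84 (standard error 0.09, adjusted p = 4.65e-04 from edgeR). RFC4, RFC3, LIG1 and PCNA had log2 fold changes between -0.71 and -0.60, and with the GC correction RFC3 and PCNA fell short of a 1.5-fold change, at -0.45 and -0.50. RFC4 lies in a stretch of chromosome 3 whose genes were lower together, with a median log2 fold change of -0.21. MSH6 had a log2 fold change of -0.42 (adjusted p = 0.00113 from edgeR), under the 1.5-fold threshold. With the replicate block, 6 genes of the list passed both thresholds, the same number as without it. From the RNA-seq experiments the paper reasons that DNA repair proteins were downregulated, which is its ground for examining TMZ-induced DNA damage. The counts are of transcripts, and protein levels were not analysed here.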

Increased basal levels of γH2AX foci signaling was seen in FlagERβ expressing cells compared to control cells confirming the ability of exogenously expressed FlagERβ to suppress DNA damage response. Further, treatment of GBM cells with TMZ (for 48 h and 72 h) resulted in elevated levels of γH2AX foci compared to control cells; this effect was significantly enhanced in FlagERβ expressing U251 cells (Fig. 5A,B) Collectively, these results suggests that ERβ enhances the DNA damage induced by TMZ treatment.

**Figure 5:**
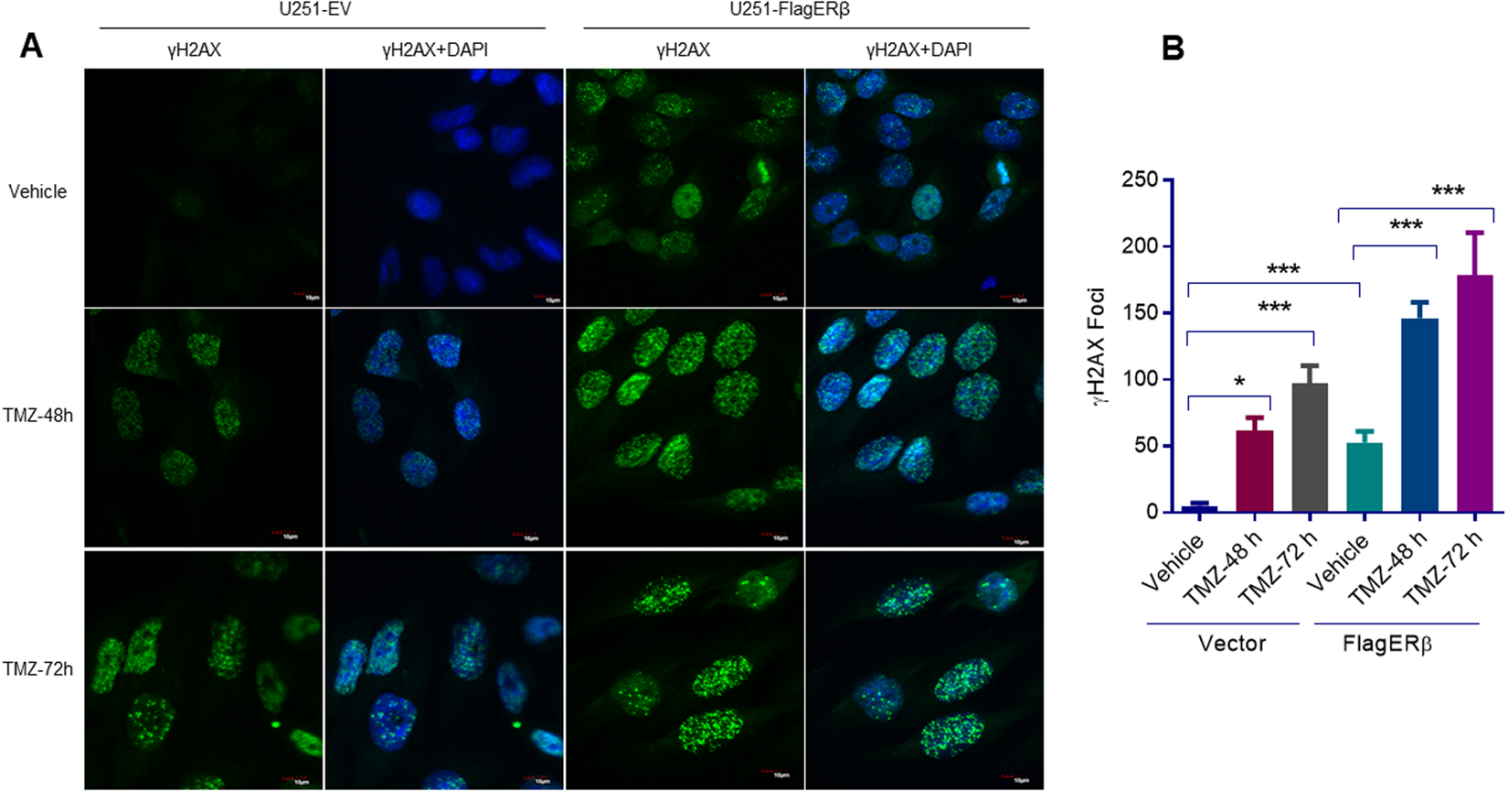
ERβ amplifies TMZ induced DNA damage in GBM cells. U251-EV, or U251-ERβ expressing cells were treated with either vehicle or TMZ for 48 hours and 72 hours and the γH2AX foci was captured using confocal microscope (**A**) and the number of foci was calculated and plotted as histogram (**B**). Data are represented as mean ± SE. *p < 0.05; ***p < 0.001.

### ERβ overexpression increased the survival of tumor-bearing mice upon chemotherapy

Next, we determined whether ERβ expression could sensitize GBM to TMZ treatment and improves the mice survival using *in vivo* orthotopic models. For this experiment we used, both TMZ sensitive U87 and TMZ resistant T98G cells. The results showed that the expression of ERβ significantly increased the survival of U87, as well as T98G tumor bearing mice compared to empty vector cells (Fig. 6A,B). Further, expression of ERβ significantly increased the survival of TMZ-sensitive U87 tumor bearing mice to TMZ treatment in comparison to vector control cells (Fig. 6A). More importantly, expression of ERβ also resulted in a significant increase in the survival of TMZ resistant T98G tumor bearing mice to TMZ therapy when compared to vector control cells (Fig. 6B). We further examined the levels of cleaved caspase3 and γH2AX in U87-tumors treated with vehicle or TMZ. IHC analysis of tumor sections revealed that TMZ treated ERβ expressing tumors had more cleaved caspase3 and γ H2AX positive cells than TMZ treated vector expressing tumors (Fig. 6C,D). These results demonstrated the ERβ possessed tumor-suppressing functions in GBM and has the potential to sensitize TMZ sensitive- and TMZ resistant- GBM cells to TMZ treatment.

**Figure 6:**
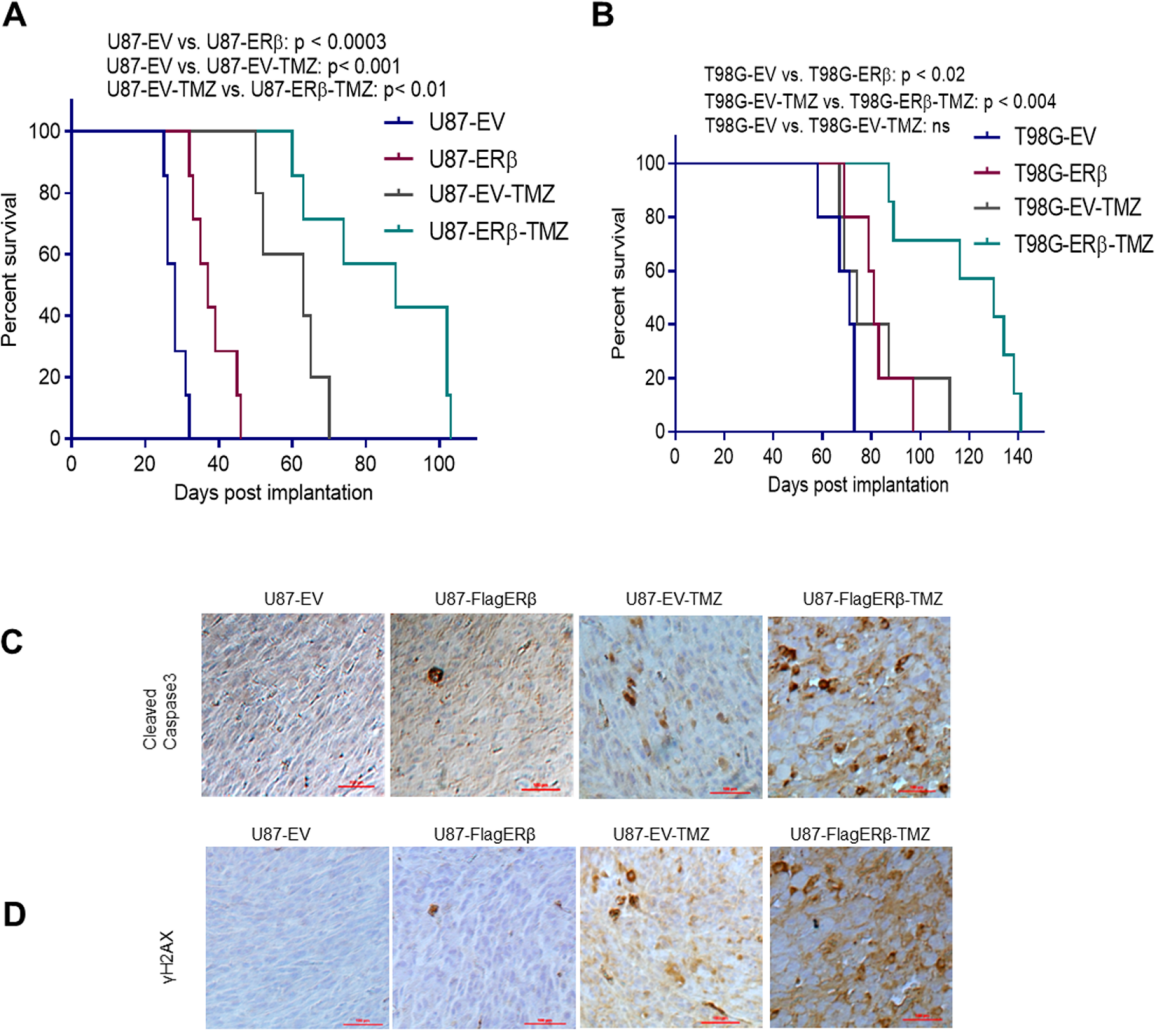
ERβ expression increase mice survival to TMZ treatment in orthotopic GBM models. (**A**) Mice were implanted with U87-EV or U87-FlagERβ (**A**) and T98G-EV or T98G-ERβGFP (**B**) cells orthotopically in the right cerebrum. After the tumor establishment, mice were treated with vehicle or TMZ and the survival of the mice was plotted using Kaplan-Meier curve. (**C**,**D**) Mice brains were collected, fixed in formalin, and processed for immunohistochemical staining for cleaved caspase-3 and γH2AX.

## Discussion

Estrogen plays a crucial role in the differentiation of neuronal cells^28^. The tumor suppressor functions of ERβ are reported in many cancer models. Recently studies from our, and other labs have shown that GBM cells uniquely express ERβ and therefore, has the potential to function as a tumor suppressor^18^. However, the mechanisms that contribute to ERβ mediated tumor suppression remain elusive. A bottleneck to study the mechanism of ERβ is in part due to the lack of quality antibodies. To overcome this problem, we generated epitope tagged ERβ expression GBM models and studied their mechanisms. We also confirmed mechanism using ERβ-KO cells. Our results showed that 1) ERβ modulates a number of genes involved in DNA recombination and repair, 2) ERβ sensitizes GBM cells to chemotherapy drugs, 3) ERβ- KO attenuates chemotherapy induced apoptosis and cell cycle arrest genes, 4) ERβ attenuates HR repair by modulation of ATM signaling and 5) using a xenograft model, provided evidence *in vivo* that ERβ sensitizes GBM to chemotherapy. This data supports that ERβ is essential for optimal chemotherapy induced DNA damage response, as well as apoptosis in GBM cells.

Published genome-wide studies suggest that ERα and ERβ potentially activate different sets of genes, and the effects of ERβ with other transcription factors (AP1, SP1, NF- κB, and KLF5) can be non-classical via its interactions^15,17,29^. Our RNA-seq analysis revealed that ERβ modulated several unique pathways including those involved in DNA damage response. Further GSEA results also demonstrated that ERβ-modulated genes were negatively correlated with the homologous recombination and repair. In conjunction with mechanistic studies, we have shown that ERβ reduced the activation of ATM signaling in TMZ treated GBM cells compared to control cells. Collectively, our results discovered that ERβ plays an important role in modulation of chemotherapy response and its status may have important implications in chemotherapy response.

ERβ is shown to play a role in DNA damage response via Breast Cancer Associated Gene 2 (BCA2). ERβ agonist Erb-041 promotes the reduction of chromatin-bound BCA2 leading to an increased level of chromatin-bound γH2AX upon UVC irradiation. This indicates the important role of ERβ in regulating DNA damage response^30^. In breast cancer models, ERβ impairment of DNA damage response involves BRCA1 downregulation and caspase-2 activation which results in mitotic catastrophe and decreased cancer cell survival^31^. Future studies examining the molecular mechanism of ERβ signaling on DNA damage response in GBM progression will be useful in maximizing treatment opportunities for this deadly cancer.

Epidemiological studies suggest that hormone replacement treatment has protective effects against colorectal cancer. Estradiol regulates mismatch repair gene expressions via ERβ in colorectal cells^32^. ERβ-mediated nuclear interaction between IRS-1 and Rad51 is shown to inhibit HR directed DNA repair in medulloblastoma^33^. ERβ-agonist Erb-041 potentiated BCA2 dissociation from chromatin and co-localization with Rad51; this resulted in the inhibition of HR repair^30^. Our previous studies using ERβ-agonist LY500307 also showed suppression of  DNA repair pathways^23^. Here, using ERβ overexpression and under expression, we provided further evidence that ERβ has the ability to suppress DNA recombination and repair pathways. Specifically, our results support that ERβ regulates HR pathway of DNA repair by modulating ATM expression and functions. The ability of ERβ to suppress DNA repair is an important attribute of GBM suppression and loss of this function potentially reduces chemotherapy response.

Earlier studies using colon cancer cells showed that when ERβ is overexpressed, it may induce cell apoptosis and anti-proliferation by increasing p53 signaling^34^. ERβ alters the chemo sensitivity of luminal breast cancer cells by regulating p53 function^20^. Upregulation of ERβ increases the sensitivity of non-small cell lung cancer (NSCLC) cells to treatment with doxorubicin and etoposide in p53-defecient NSCLC cells. Mechanistic studies showed that ERβ either enhanced G2–M cell-cycle arrest by activating the checkpoint kinase 1 (Chk1) and altering downstream signaling or induced apoptosis^35^. Our studies also confirmed that ERβ can induce sensitization to chemotherapy in both p53 wild type  and p53 mutant cells and in agreement with the published studies.

Resistance of the chemotherapeutic drug TMZ for GBM treatment is a major clinical issue to patients and the development of an alternative therapy is urgently needed. Recent studies identified that among GBM patients who have received standard of care treatment with surgery, radiation, and TMZ, females exhibited significant survival advantage compared to males^36^. Further, the current standard of care treatment is more effective for female GBM patients than for males and adjuvant TMZ exhibited significant sex differences in therapeutic effects in patients^37^. Our studies indicated that ERβ has the potential to enhance efficacy of TMZ chemotherapy both *in vitro* and *in vivo*. Further, ERβ expression sensitized TMZ resistant GBM cells to TMZ therapy. Our results are supported by earlier published data in other models of cancer. For example, inhibition of ERβ promoted cisplatin resistance by enhancing DNA repair in medulloblastoma cell lines^22^. ERβ expression also has altered the chemo sensitivity of endocrine-resistant cells including their response to tamoxifen therapy^20^. Collectively, these results further support that ERβ mediated tumor suppressor functions also involve sensitization of GBM cells to chemotherapy.

In conclusion, our data has demonstrated that ERβ mediated tumor suppression involve modulation of multiple pathways including DNA damage response pathways. Further, our studies implicate that the upregulation of ERβ1 in conjunction with chemotherapy is a viable and promising therapy for GBM.

## Materials and Methods

### Cell lines and reagents

Human GBM cells U87, U251 and T98G were obtained from American Type Culture Collection (ATCC, Manassas, VA) and were cultured as per ATCC guidelines. Cells were used from early passages (less than 10 passages after thawing). Generation and characterization of ERβ overexpressing and KO cells was described in earlier publication^19^ Generation of primary GBM line GBM-040815 was earlier described^19^ and cultured in neurobasal medium supplemented with B27 serum-free supplement, EGF (20 ng/mL), bFGF (20 ng/mL), LIF (10 ng/mL) and heparin (5 µg/mL). Primary GBM cells were established from discarded patient specimens using UT Health San Antonio Institutional Review Board (IRB) approved protocol. These specimens were de identified and no clinical linkers or codes were accessible to the PI or research personnel. All the methods involving human tissue were conducted in accordance with the declaration of Helsinki and the standards defined by UTHSA Institutional Review Board. Following standard laboratory protocols, all study model cells utilized were determined to be free of mycoplasma contamination and were confirmed by using Mycoplasma PCR Detection Kit acquired from Sigma (St. Louis, MO). Short tandem repeat polymorphism analysis (STR) of the cells was used to confirm the identity using University of Texas Health San Antonio (UTHSA) core facilities. The β-actin (Cat#A-2066) and FLAG (Cat # F3165) antibodies were procured from Sigma. p-ATM (Cat #4526), p-H2AX (Cat # 9718), H2AX (Cat # 7631), cleaved caspase3 (Cat # 9661) antibodies were bought from Cell Signaling Technology (Beverly, MA). ATM antibody (Cat # A300-299A) was purchased from Bethyl laboratories. Validated ERβ monoclonal antibody^38^ (Cat #PPZ0506-00) was purchased from Perseus proteomics (Tokyo, Japan).

### Cell viability and clonogenic assays

Using MTT assay, the effect of ERβ on GBM cell viability was analyzed, as described previously^18^. In 96-well plates, GBM cells (1 × 10^3^ cells/well) were seeded and incubated overnight, after which cells were treated with varying doses of TMZ, lomustine, cisplatin and carboplatin. Then, cell viability was measured after five days. For clonogenic survival assays, GBM cells were seeded in triplicates in 6 well plates (500 cells/well) and after 12 h cells were treated with TMZ for 3 days, and after 2 weeks, colonies that contain ≥50 cells were counted and used in the analysis.

### Cell lysis and Western blotting

Total cell lysates were prepared using modified RIPA buffer (150 mM NaCl, 50 mM Tris-HCl, 50 mM NaF, 5 mM EDTA, 0.5% [wt/vol] sodium deoxycholate and 1% Triton X-100) comprising of phosphatase and protease inhibitors. Lysates were run on SDS-PAGE followed by Western blotting using indicated antibodies and developed using the ECL methodology.

### HR reporter assay

HR repair assays were performed using the U2OS-DR-GFP reporter cell line (obtained from Dr. Maria Jasin, Memorial Sloan-Kettering Cancer Center) as described previously^25^. U2OS-DR-GFP cells were transfected stably with an empty vector or Flag-ERβ vector. pCBA-I-SceI expression plasmid was then introduced into these model cells using electroporation. GFP positive cells were analyzed by FACS 72 h later.

### RNA-sequencing and RT-qPCR

The effect of ERβ on global transcriptome was determined by RNA-sequencing as described previously^18^. Total RNA from U87 cells expressing empty vector or Flag-ERβ vector was prepared using RNeasy mini kit (Qiagen, Valencia, CA). Illumina TruSeq RNA Sample preparation and sequencing was done using UT Health San Antonio sequencing core protocol. DEseq was used to identify differentially expressed genes and significant genes with fold change >1.5 and adjusted p value < 0.05 were used in Ingenuity Pathway Analysis (IPA) for interpreting the biological pathways. RNA-seq data has been deposited in the GEO database under a GEO accession number GSE121332. SuperScript III First-Strand synthesis kit (Invitrogen, Carlsbad, CA) was used for Reverse transcription (RT) reactions. RT-qPCR was performed using SYBR Green (Applied Biosystems) on an Illumina Real-Time PCR system using gene-specific qPCR primer sequences obtained from Harvard Primer Bank (http://pga.mgh.harvard.edu/primerbank/). GAPDH transcript levels were used for normalization and the difference in fold expression was calculated by using delta-delta-CT method.

### ***In vivo*** orthotopic tumor models

After obtaining UT Health San Antonio IACUC approval, all animal experiments were performed in accordance to IACUC standards and approved protocol. All methods were developed and performed in accordance to standard of care practices and guidelines set forth by the IACUC as well as all regulatory agencies. Male athymic nude mice between 8 and 10 weeks of age were obtained from Charles River (Wilmington, MO). After labelling with the GFP-Luciferase reporter, 1 × 10^6^ U87 empty vector, or U87-FlagERβ cells, and 5 × 10^5^ T98G empty vector, or T98G ERβ-GFP cells were injected orthotopically in the right cerebrum using established protocol^18^. U87 tumor bearing mice were treated with either a vehicle (control) or TMZ (at a dose of 10 mg/kg body weight) in 1:1 Ora-Plus and Ora-Sweet mixture on day 17, 19, 21, 23 and 25 after tumor cells implantation (7 mice/treatment group). For T98G tumor bearing mice TMZ was given at a dose of 50 mg/kg body weight on day 17, 19, 21, 23 and 25 after tumor cell implantation (5 mice/treatment group). Investigators were not blinded in the animal studies. Mouse survival was determined using GraphPad Prism 6 software (San Diego, CA) in which Kaplan-Meier survival curves and log-rank test were used.

### Immunohistochemistry (IHC) and confocal microscopy

IHC was performed in accordance to the established protocol as described previously^19^. Briefly, we incubated tumor sections with γH2AX and cleaved caspase3 antibodies for overnight at 4 °C. This was then followed by a secondary antibody incubation at room temperature for 45 minutes. We visualized immunoreactivity using DAB substrate and counterstained with hematoxylin (Vector Lab). For confocal analysis, U251-EV, or U251-ERβ cells were cultured on glass coverslips and treated with vehicle or TMZ for 48 h and 72 h. After, cells were fixed in 3.7% paraformaldehyde followed by, permeabilization with 0.1% TritonX-100 for 10 min. Cells were then stained with γH2AX antibody and the fluorescence was analyzed by confocal microscopy.

### Statistical analyses

Using GraphPad Prism 6 software, we analyzed statistical differences by unpaired Student’s t-test and one-way ANOVA. Log-rank (Kaplan–Meier) test was analyzed using GraphPad Prism. All the data are characterized in plots are shown as means ± SE. Statistically significant data consisted in a value of p < 0.05. All *in vitro* assays were performed in triplicate and repeated at least three times.

## Data Availability

All the data generated and/or analyzed during the current study are included in this article and are available from the corresponding author on reasonable request

How the deposited data were processed for this re-analysis (not part of the article)

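RNA-seq was analysed for 4 libraries, 2 of U87-EV and 2 of U87-FlagERβ cells. The authors aligned single reads of 50 bases to hg19 with TopHat2, counted reads per gene with HTSeq and deposited the counts per gene symbol, without normalization and without pooling the replicates. The versions of these tools and the annotation release are not named in the paper's text. For differential expression the authors used DESeq with a fold change over 1.5 and an adjusted p under 0.05. HTSeq's summary lines for reads outside genes, ambiguous reads and reads that mapped to several places were left out of every test. Between 11.2% and 11.5% of the uniquely mapped reads fell outside the genes.

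From the counts, edgeR 4.0.16 in R 4.3.3 was run with its default filterByExpr settings (minimum count 10, minimum total count 15), TMM normalization and the quasi-likelihood functions glmQLFit and glmQLFTest, comparing the 2 groups with no other term in the fit, and p-values were adjusted with Benjamini-Hochberg over the 13237 tested genes. A gene was called differentially expressed at a fold change of at least 1.5 and an adjusted p under 0.05. Log2 CPM used a prior count of 2. The common biological coefficient of variation was 6.06%. Library totals lay between 24856902 and 26898384 counts on genes, which limits low-count genes such as ESR2 in U87-EV cells. The pairing used in the fits with the replicate block comes from the replicate numbers 1 and 2 in the sample labels, since the paper does not describe the libraries as paired. All 4 libraries entered each fit except those that left out a library in turn.

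Before the data were examined, the groups, the tests, the alternatives other than the GC correction, the gene lists for homologous recombination, mismatch repair, ATM and checkpoint signalling, S phase and G2/M, and the rule for the genes to be named were fixed. The named genes were ESR2, every gene on the axes of Fig. 1G–I, the genes the text names, the 5 genes up and the 5 genes down with the largest log2 fold change among those past both thresholds, changed in the same direction in every pair of libraries and with a mean count of at least 50, the members of the homologous recombination, mismatch repair and checkpoint lists past both thresholds, and the 5 G2/M genes with the smallest adjusted p. The first 3 lists were written by hand after the KEGG pathways and general knowledge, and the S phase and G2/M lists are those of Seurat 5.3.0. The gene sets of IPA and the G2M checkpoint set of the paper were not used here. Lists of end joining, nucleotide excision and base excision repair genes and of estrogen receptor targets were written after a first look at the data. Members of lists not counted past the filter were left out. Results for some single genes are not reported.

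Preranked GSEA used fgsea 1.28.0 with weight 1 and 10000 gene permutations. Camera and voom came from limma 3.58.1. Random lists were matched on mean expression in 20 bins. Alternatives were DESeq2 1.42.0, RLE and total count normalization, no filter, at least 10 counts in every library, edgeR's exact test, glmTreat against a 1.5-fold change, a biological coefficient of variation of 0.2, an adjusted p under 0.01, the replicate block, and each library left out in turn, for which only fold changes were computed since 1 library then stood alone. A GC correction was added after seeing the data, both alone and together with the replicate block. It was a loess fit with span 0.5 of each library's log ratio on the GC content of the genes. Gene positions, exons and GC content were taken from the GENCODE annotation on GRCh37. Of the 23228 gene symbols, 19137 matched by current symbol and 2175 by an older symbol, and 1916 did not match. GC content was found for 12582 of the tested genes. The procedure was tested on simulated counts for 13237 genes, of which 200 were changed 2-fold: edgeR recovered 90.0% with 6 false calls and DESeq2 83.5% with 2 false calls. The simulation used the spread estimated from these libraries, with no GC or replicate effect. Only 268 upregulated and 125 downregulated genes of the 1316 changed at least 2-fold. These rates therefore do not cover smaller changes or false calls from a GC bias. RT-qPCR, Western blot, viability, reporter, foci and mouse experiments were not analysed here.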

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

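The test of GC content on the decreases was chosen only after the result was seen. The other tests here were set before their own results were known, but after a first look at the fold changes. These genes are outside those the paper discusses and changed well beyond the spread between replicates, with both U87-FlagERβ libraries on the same side of both U87-EV libraries. The increases had log2 fold changes of 10.23 for C3, 7.61 for KCNK15, 5.39 for CXCL14 and 4.90 for RASGRF1. KCNK15 had 0 and 1 counts in the U87-EV libraries and 107 and 119 in the U87-FlagERβ libraries, so the size of its change is uncertain, and it ranged from 6.78 to 9.86 when each library was left out in turn. C3 had 22 and 18 counts against 21521 and 22799.

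A gain of DNA in the U87-FlagERβ cells would raise the genes next to these. The median log2 fold change of the 20 tested neighbours was 0.21 around C3, the highest of the 4, against a limit of 0.3. A GC bias between the libraries would shrink the changes once corrected, but the smallest of them, RASGRF1, stayed at 4.79. A separate list of estrogen receptor target genes, written without the genes already seen to change, had a median log2 fold change of 0.68, with 17 of 18 tested genes higher. Its median was above that of every one of 10000 random lists matched on expression (permutation p = 1e-04, the smallest the permutations can give). The median was 0.58 after GC correction. As a hypothesis, the increases may reflect activation of estrogen receptor targets by FlagERβ. A difference between the cell populations that arose during their selection was not tested, and the design gives 1 population per vector as far as the paper's text states.

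The decreases had log2 fold changes of -2.32 for RYR2, -2.23 for IL18BP, -2.22 for ADAMTSL1, -2.21 for ALK and -2.12 for KCNN3. The lowest median of the 20 neighbours was -0.29, around RYR2, just inside the limit of -0.3 that had been set, so a loss of DNA around RYR2 was not excluded with any margin. Around the other 4 genes the medians lay between -0.096 and 0.15. After GC correction the change closest to 0 was that of KCNN3, at -2.03. No biological explanation was tested for the decreases.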

How the results depend on the processing

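The GC correction, alone and with the replicate block, was chosen only after the result was seen. The other alternatives were set before the data were examined. Across the alternatives, the number of differentially expressed genes stayed within 1.5 times 1316 (from 1013 to 1434 genes) except under 2 of them. With glmTreat 366 genes passed, 141 down and 225 up, and with the biological coefficient of variation fixed at 0.2, 337 passed, 105 down and 232 up. The first tests each gene against a 1.5-fold change in place of 0, and the second sets the spread at 20% in place of the 6.06% estimated from the duplicates. The replicate block gave 1434 genes. The GC correction gave 1161 genes, but 70.1% of the 1316 were among them, so it changed which genes were called more than how many. Median shifts of all genes under the other scalings were small, -0.034 at most in size, with total count normalization. The balance between up and down was less stable. More genes were down than up with total count normalization (683 down and 625 up) and with the GC correction, alone or with the replicate block.

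The log2 fold change of ESR2 lay between 8.68 and 11.56 across the 4 fits that each left out one library, and ESR2 has no value with at least 10 counts in every library, since the U87-EV counts of 8 and 1 do not pass. The counts of U87-EV limit the size of this change, not its direction. NES homologous recombination was -1.40 and NES mismatch repair was -1.33 without a filter, where adjusted p no longer passed 0.05. With libraries left out in turn they lay from -2.06 to -1.96 and from -2.01 to -1.87. For the camera test of mismatch repair, p was 0.108 from limma with the inter-gene correlation estimated. The cause was not tested for any of these. NES homologous recombination, NES mismatch repair and NES G2M stayed past the threshold under the GC correction, at -1.78, -1.77 and -3.02, and the block with the GC correction gave -1.78, -1.77 and -3.02.

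The reversals given here were in genes whose change was not distinguishable from 0. Under the GC correction XRCC4 was at 0.014, XRCC5 at 0.043 and BBC3 at -0.23, and with the replicate block and the GC correction XRCC4 was at 0.014, XRCC5 at 0.043 and BBC3 at -0.23. ESR1 was at -0.026 with total count normalization. With libraries left out in turn ESR1 ranged from -0.12 to 0.11 and BBC3 from -0.079 to 0.36. The cause was not tested. Among the 56 named genes and the S phase and checkpoint scores, there were 64 further changes in which a call was lost. Of these, 24 were with the fixed coefficient of variation and 19 with glmTreat. Another 9 were with the GC correction and 9 with the replicate block and the GC correction. XRCC3 gained a call in 2, 1 with the GC correction and 1 with the block added to it. In 6, a value moved by more than the spread between libraries when a library was left out.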

Differences from the paper's values

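No cause was tested for these differences. The paper's RT-qPCR shows ESR2 in U87-FlagERβ cells at about 2300 times U87-EV in Fig. 1C (standard error about 100), and the RNA-seq counts gave a ratio of 729.52. Of the alternatives set before the data were examined, leaving out U87-EV replicate 1, which leaves 1 count in the control, gave 3015.1, within 1.5 times the paper's value. Leaving out U87-EV replicate 2 gave 410.83, and the others, from 712.72 to 748.57, did not close the gap. The paper's Western blot in Fig. 1B gave a far smaller increase of ERβ protein in U87-FlagERβ cells than both RNA ratios. Protein and transcripts are different measures. The U87-EV counts of 8 and 1 lie around the floor of 3 counts, so they say little about the endogenous level. For XRCC4, Fig. 1G shows a ratio of about 0.11 (standard error about 0.06), and the RNA-seq ratio was 0.868. For ATRX, Fig. 1G shows about 0.51 (standard error about 0.02), against 0.803. For CHEK1, Fig. 1G shows about 0.32 (standard error about 0.16), against 0.641. For ATRX, leaving out U87-EV replicate 1 or U87-FlagERβ replicate 2 gave 0.757 and 0.765, within 1.5 times the paper's value, and the other alternatives set before the data were examined did not close the gap. None of them closed it for XRCC4 or CHEK1. The 4 genes are those where one value was more than 1.5 times the other. Within that limit the RNA-seq ratio was the lower one for some genes, such as TOP2A (about 0.76 in Fig. 1G, against 0.541), RFC4 (about 0.83 in Fig. 1G, against 0.611) and ATR (about 0.87 in Fig. 1G, against 0.727). The figure values were read by eye, and RT-qPCR and RNA-seq are different assays.

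The paper's counts of differentially expressed genes, 1001 in all, 477 down and 524 up, were each within 1.5 times the 1316, 610 and 706 found here. DESeq2 gave 1029, 480 and 549, and an adjusted p under 0.01 gave 1013, 488 and 525. The paper states that the repair genes of Fig. 1G were significantly lower by RT-qPCR in U87 cells. In the RNA-seq libraries XRCC1, XRCC6 and XRCC4 were lower without passing an adjusted p of 0.05 in edgeR (0.508, 0.139 and 0.101). With the GC correction, chosen after seeing the values, XRCC1 and XRCC6 passed, and ATM, ATRX and ERCC4 did not. With the replicate block added to that correction, ATM and ATRX passed as well (adjusted p = 0.00597 and 0.0192 from edgeR). ERCC4 still did not (adjusted p = 0.0835 from edgeR). The log2 fold changes of ATM and ATRX stayed at -0.15 and -0.11 with the block. Their smaller adjusted p therefore reflects how the spread was estimated, not a larger change.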

Other observations

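The tests of the repair lists, of the U87-EV replicates and of runs of genes after the GC correction were chosen only after the result was seen. The test of the GC dependence of the fold change was set when the effect of the correction on the calls was already known. GC content was related to differences between libraries of the same group. Across 12582 genes, which are not independent replicates, the difference between U87-EV replicate 1 and replicate 2 had a Spearman rho of 0.64 with GC content, and the difference between the U87-FlagERβ replicates a rho of 0.078. The log2 fold change between the groups had a rho of 0.46, lower than the larger of the replicate values by 0.18, and its rho was -0.035 after the GC correction. When the genes were ranked by GC content into 4 groups, the lowest group had 64 upregulated and 248 downregulated genes, and the highest 352 and 56. Correction changed these to 101 and 128, and 155 and 171. A GC bias between libraries, with U87-EV replicate 2 farthest from the U87-FlagERβ libraries (rho 0.56 and 0.55, against 0.31 and 0.26 for U87-EV replicate 1), may therefore account for part of the split between up and down. It cannot be told apart from a real difference that follows GC content, since both U87-FlagERβ libraries deviate from both U87-EV libraries in the same direction.

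The lower homologous recombination, mismatch repair and checkpoint lists were weighed against 3 explanations. None of 10000 random lists matched on expression, GC content and length had a median as low as the 26 homologous recombination genes of known GC content (permutation p = 1e-04, the smallest the permutations can give). The typical random list had a median of -0.010, while the GC correction moved the median of the homologous recombination list from -0.38 to -0.26, so the matching did not carry all of the GC effect and GC content may account for part of the fall. With total count scaling its median log2 fold change was -0.42, but that scaling moves all genes alike, by -0.034, and does not correct for composition, so it does not decide between them. The comparison with random lists is unchanged by any scaling of whole libraries. A candidate explanation is fewer cells in S and G2/M phases in the U87-FlagERβ cultures. Repair genes for end joining, nucleotide excision and base excision, 53 genes after FEN1 and UNG, which are also on the S phase list, were left out, had a median log2 fold change of 0.036, with 25 of 53 lower. The S phase list had a median of -0.56, with 43 of 43 lower. The difference of 0.60 was not reached in 10000 random relabellings of the genes (permutation p = 1e-04, the smallest the permutations can give), and was 0.52 with the GC correction. It shows that the other repair genes as a set did not fall with the S phase genes. The homologous recombination, mismatch repair and checkpoint lists did not enter it, so it does not test whether fewer cycling cells lowered them. The end joining list, which shares MRE11A and RAD50 with the homologous recombination or checkpoint lists and FEN1 with the S phase list, had a median of -0.16, with 9 of 12 lower, and of -0.026 with the GC correction, and 5.53% of random lists matched on expression were as low without that correction. Without the shared genes its median was -0.086, with 6 of 9 lower, and the 51 other repair genes left had a median of 0.043. On the other hand, the members of the 3 lists that are on neither cell cycle list were lower too. Their medians were -0.32 over 23 homologous recombination, -0.40 over 16 mismatch repair and -0.31 over 37 checkpoint genes. Members on a cell cycle list were lower still, at -0.42, -0.46 and -0.74, but over only 4, 6 and 4 genes. The genes on neither cell cycle list may also be more active in dividing cells. Among the checkpoint genes they include CCNB1 and PLK1, with log2 fold changes of -0.80 and -0.61. Counts per gene cannot separate fewer dividing cells from less transcription per cell, and cell cycle phase was not measured in these libraries.

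Runs of 50 neighbouring tested genes were examined for a copy number difference between the cell populations. The most extreme run, on chromosome 11 from 65818200 to 67818362, had a median log2 fold change of 0.34, more extreme than any run in 1000 shuffles of gene order (permutation p = 0.001, the smallest the shuffles can give), and 369 of 11511 runs on 11 chromosomes passed the 95% level. That run is rich in GC, with a mean of 0.60 against 0.49 for all placed genes, and its median was 0.099 after the GC correction. POLD4 lies within it. With corrected values, 1 run passed, on chromosome 3 from 185764103 to 196695931, at -0.20 (permutation p = 0.028), and it holds 7 of the 1316 differentially expressed genes. Copy number may therefore contribute in that stretch, which includes RFC4, while most of the runs seen without the correction followed GC content.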
